A study of Saccharomyces cerevisiae with 61 samples.

How the data were processed

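Samples were grouped by their titles, which give genotype, hours in sporulation medium, temperature, antibody and replicate number. In the spike-in samples the strain and treatment tags partly contradict the titles. WT replicate 3 carries the strain number of the spo11 samples and, at 0 h, a 3 h tag, and the top2-1 samples carry the strain number of a wild type. The titles were followed. The mutant is called top2-1 in the titles and top2-4 in names within some descriptions.

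The spike-in values are whole-number read counts per chromosome of a joint S288c and SK1 (Yue) reference, deposited without normalization. Per the labels, crosslinked S288c cells in meiosis were mixed in at 20% before ChIP, and libraries were sequenced as single-end reads. The aligner, its settings and any filter are not stated in the labels, and a mark in the file names, PM, is not explained there. All 6 libraries of 1 flow cell hold even counts only, which would arise if both mates of a pair were counted, although the labels speak of single-end reads. The description of spo11 replicate 1, on that flow cell, contains PE, a common mark for paired ends. The final row of each count table, for unassigned reads, is 0 and was left out. The peak values are the fold enrichment and the −log10 q-value of MACS2 broad peaks, deposited per list. Per the series design text, the deposited tracks merge 2 replicates and their own inputs, and the peak lists carry the same names as tracks. The MACS2 version and thresholds are not stated, and the file names mark the Top1 and Top2 lists with different unexplained settings. Expression values are TPM (transcript levels scaled to a sum of 1000000), deposited as 1 column whose file name mentions edgeR and the SK1 Yue assembly. It lists no gene at 0, and its depth is unknown. Of its 5508 rows, 6 mitochondrial genes carry symbols.

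From the counts, the spike-in scaled ratio was computed per culture as the SK1 to S288c ratio of the ChIP over that of the paired input, over 16 nuclear chromosomes. Group means of its log2 were compared by two-sided exact permutation tests, with no replicate block. The chromosome size slope was the least-squares slope of log2(ChIP share/input share) on log10 of the mean SK1 input share. Relative chromosome shares were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest). The model had a term per culture, a ChIP term and a ChIP-by-group term, with the SK1 total as library size. Only the groups compared entered each fit. At the estimated dispersions, below 0.0001, edgeR's deviance calculation broke down at these counts. Over all fits at these dispersions, its largest deviance was 29753, while the largest of the exact negative binomial fits was 9.79. The dispersion was therefore given a floor of 0.0001, chosen after this fault was seen, and with it edgeR's deviances matched the exact fits within a relative gap of 1.93e-09. The fits without the floor are listed among the alternatives. DESeq2 1.42.0 served as an alternative.

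Top1 and Top2 peaks were compared by overlap of at least 1 base, against 1000 circular shifts of the Top2 peaks within each chromosome. Chromosome length was the last peak end in either list. Correlations used 100000 permutations. Starts are given counting from 1. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with plots by matplotlib 3.10.9.

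Each method was tested on simulated data. Simulated ratios were recovered with a largest mean error of 3.54e-06 on the log2 scale over 4 ratios. The total of each genome was fixed in those simulations, so they check only the arithmetic of the ratio, not its error between cultures. Slopes were recovered with a largest mean error of 0.00151 over 3 slopes. With 4 of 16 chromosomes changed by 0.1 on the log2 scale, edgeR recovered 99% of them in the 3 against 3 design, 97% for 2 against 3 and 85.5% for 2 against 2, and called 2.33%, 2% and 4.17% of unchanged chromosomes. At a change of 0.05, it recovered 49.5%, 34% and 24%. Simulated peak overlaps were recovered within 1.21 percentage points over 3 sets of 2234 and 2759 peaks.

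Named items followed a rule fixed before the data were examined. For chromosomes, it named the largest rise and fall among those with an adjusted p under 0.05, and always chromosomes I and XII. For peaks, it named the 3 with the highest fold enrichment per list. For genes, it named the 5 with the highest TPM and 9 preset genes, but only 2 identifiers are printed because the table does not pair them with names. Alternatives tried were other normalizations, tools and models, chromosomes left out, cultures left out in turn, a replicate block, stricter peak thresholds, other overlap rules and other TPM limits. Those planned before the data were examined and those added later are told apart where their effects are given. ChIP-seq tracks without a table of counts or peaks, the MNase-seq sample and gene annotation of the SK1 assembly were not used here.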

Results

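The series covers topoisomerases I and II (Top1 and Top2), enzymes that relieve DNA supercoiling and untangle DNA, in budding yeast cells undergoing synchronous meiosis. Its 61 samples comprise chromatin immunoprecipitation (ChIP) and input libraries, with 1 RNA-seq and 1 MNase-seq sample, from wild-type (WT) and mutant strains of the SK1 background, a strain that sporulates efficiently. The data analysed here are 28 spike-in libraries given as read counts per chromosome, 1 Top1 and 1 Top2 peak list, and 1 table of transcript levels. The remaining ChIP-seq tracks, including the untagged Myc control and the Red1 libraries, and the MNase-seq sample were not used here.

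The spike-in libraries measured how much DNA a Top2 antibody recovered from each culture. Fixed meiotic cells of the S288c strain were added at 20% before immunoprecipitation, and sequence differences between both strains assigned each read to the SK1 or S288c genome. The 14 cultures, each with 1 ChIP and 1 input library, fall into 6 groups. Those are WT at 0 h (n = 3) and at 3 h (n = 3), rec8 mutants at 3 h (n = 2) and spo11 mutants at 3 h (n = 2), all at 30 °C, and WT (n = 2) and top2-1 mutants (n = 2) at 3 h and 34 °C. REC8 encodes the meiosis-specific subunit of cohesin, SPO11 the enzyme that makes meiotic DNA breaks, and top2-1 is a temperature-sensitive allele of TOP2. Libraries held between 1087617 and 4862244 assigned reads, of which 212806 to 1372634 came from S288c. No 2 replicate libraries agreed within sampling noise (20 pairs, smallest chi-square of 160 with 31 degrees of freedom).

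Libraries came from 4 flow cells, named here A to D. Flow cell A held both WT cultures at 34 °C, and flow cell B replicate 2 of WT at 0 h and 3 h. Flow cell C held replicate 1 of WT at 0 h, of WT at 3 h and of spo11, and flow cell D the other 7 cultures. All counts of the 6 libraries on flow cell C were even numbers. Each flow cell except A held at least 1 WT culture at 0 h and 1 at 3 h. The temperature comparison sets flow cell A against the others, so temperature and flow cell cannot be told apart there. The top2-1 comparison sets flow cell D against A, and flow cell D also held 5 cultures of other groups at 30 °C.

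For every culture, the SK1 to S288c read ratio of the ChIP was divided by that of its input, giving a spike-in scaled Top2 ratio. Counting error was small, with a standard error between 0.0029 and 0.0047 on the log2 scale, and it covers counting only. The ratio was 0.990 ± 0.065 (SD, n = 3) in WT at 0 h and 1.33 ± 0.167 (SD, n = 3) in WT at 3 h. It was 1.41 ± 0.030 (SD, n = 2) in rec8, 1.36 ± 0.153 (SD, n = 2) in spo11, 1.77 ± 0.228 (SD, n = 2) in WT at 34 °C and 0.423 ± 0.106 (SD, n = 2) in top2-1.

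**Figure D1:**
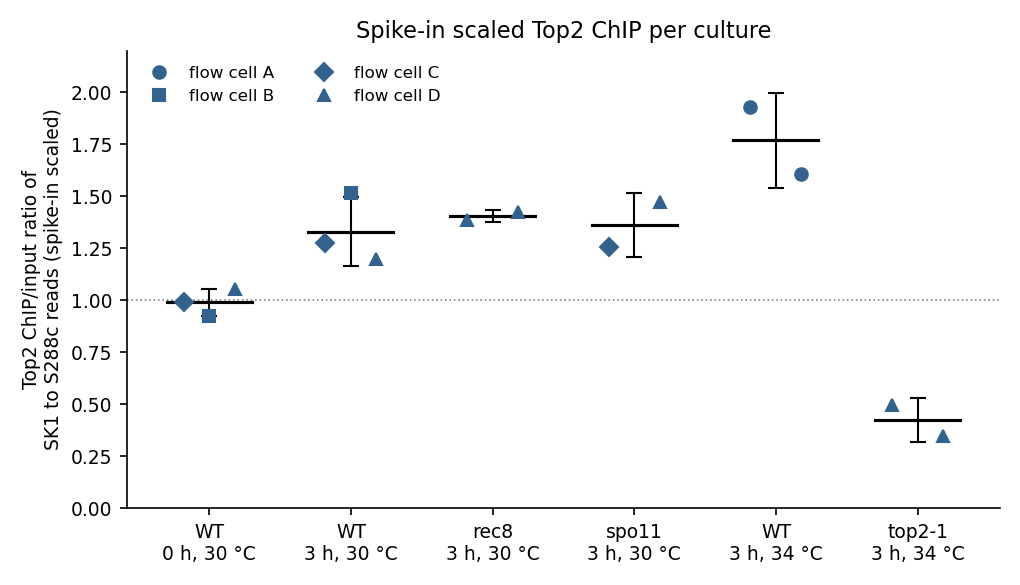
Spike-in scaled Top2 ratio (SK1 to S288c reads in the ChIP divided by the same ratio in the input) of each culture by group, with marker shape for the flow cell, bars for the mean and whiskers for the SD. The top2-1 cultures lie at 0.349 and 0.498, below all other cultures, and the 3 WT cultures at 0 h lie between 0.924 and 1.05.

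The first comparison asked whether Top2 recovery changed between transfer to sporulation medium and 3 h. The ratio was 1.34-fold higher at 3 h, a mean log2 difference of 0.42 against a pooled SD of 0.14, and the groups did not overlap. The two-sided exact permutation test gave p = 0.1, the smallest this design allows (3 against 3), so it cannot pass a threshold of 0.05. Within flow cells, with 1 culture of each time point, the log2 difference was 0.36 on flow cell C, 0.72 on B and 0.18 on D, higher at 3 h in 3 of 3. The alternative that moved this result most was the ChIP ratio without input correction, with a log2 difference of 1.34, because the input ratio itself was 2.26 ± 0.280 (SD, n = 3) at 0 h and 4.24 ± 0.123 (SD, n = 3) at 3 h.

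Loss of REC8 or SPO11 tested whether cohesin or DNA breaks influence Top2 recovery at 3 h. The rec8 cultures differed from WT by a log2 difference of 0.086 against a pooled SD of 0.15 (exact permutation test, two-sided, p = 0.6). The spo11 cultures differed by 0.037 against a pooled SD of 0.17 (exact permutation test, two-sided, p = 1). Both differences were smaller than the spread between replicates, and the smallest p that 2 against 3 cultures allow is 0.2. On flow cell D, both rec8 cultures were above its 1 WT culture at 3 h by a mean log2 of 0.23. The spo11 culture was below WT by 0.025 on flow cell C and above it by 0.30 on flow cell D, so the direction was not the same in both. Without the input correction the rec8 difference changed sign, to -0.30. With 1 culture left out at a time, the rec8 difference ran from 0.014 (without WT replicate 3) to 0.185 (without WT replicate 2).

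At 34 °C, the top2-1 mutant was compared with WT to ask how much Top2 the mutant retains on chromatin. The ratio was 4.23-fold lower in top2-1, a log2 difference of -2.08 against a pooled SD of 0.29, with no overlap between the groups. The exact permutation test gave p = 0.333, two-sided, which is the smallest that 2 against 2 cultures allow. No flow cell held both groups. On flow cell D, the top2-1 cultures had ratios of 0.498 and 0.349, and the other cultures at 3 h, all at 30 °C, had ratios of 1.20 (WT), 1.38 and 1.43 (rec8) and 1.47 (spo11).

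WT at 34 °C exceeded WT at 30 °C by a log2 difference of 0.41, 1.33-fold, against a pooled SD of 0.18 (exact permutation test, two-sided, p = 0.2, the smallest possible). No flow cell held both temperatures, and without the input correction the log2 difference was -0.063. With Benjamini-Hochberg adjustment over the 10 exact tests of the ratio and of the chromosome size slope described next, the lowest adjusted p was 0.571.

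The study's interest in chromosome structure raised the question of whether Top2 recovery depends on chromosome length. Chromosome size was taken as the mean share of SK1 input reads, since no SK1 sequence was used here. The slope of log2(ChIP share/input share) on log10 of that size was 0.050 ± 0.018 (SD, n = 3) in WT at 0 h and 0.021 ± 0.046 (SD, n = 3) in WT at 3 h. It was -0.034 ± 0.014 (SD, n = 2) in rec8, -0.0047 ± 0.055 (SD, n = 2) in spo11, -0.054 ± 0.0057 (SD, n = 2) in WT at 34 °C and -0.025 ± 0.00057 (SD, n = 2) in top2-1. The same slope over the added S288c chromosomes without chromosome XII, which should be common to all groups, ranged from -0.023 ± 0.032 (SD, n = 3) in WT at 3 h to -0.13 ± 0.021 (SD, n = 2) in top2-1. It was -0.028 ± 0.045 (SD, n = 3) in WT at 0 h and -0.079 ± 0.030 (SD, n = 2) in rec8. In spo11 it was -0.12 ± 0.015 (SD, n = 2), and in WT at 34 °C -0.13 ± 0.0078 (SD, n = 2). Both the S288c and the SK1 slopes were thus lower in rec8, spo11 and WT at 34 °C than in WT at 3 h. An effect on both genomes was therefore not excluded for those groups.

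The slope differed by -0.029 between WT at 3 h and 0 h (exact permutation p = 0.6), by -0.055 for rec8 (p = 0.4) and by -0.026 for spo11 (p = 0.4) against WT. It differed by 0.029 for top2-1 against WT at 34 °C (exact permutation p = 0.333) and by -0.075 for 34 °C against 30 °C (p = 0.2), both the smallest p possible. All these tests were two-sided. Leaving out chromosomes I, III and VI reversed the sign for 3 h against 0 h, for spo11 and for top2-1, and leaving out spo11 replicate 2 reversed it for spo11. Without those chromosomes the rec8 difference shrank from -0.055 to -0.0034, and the 34 °C difference was -0.056. With 1 culture left out at a time, the difference for 3 h against 0 h ran from -0.047 to -0.0030, the latter without WT replicate 3 at 3 h. Within flow cells the slope difference between 3 h and 0 h was -0.022 on C, -0.0042 on B and -0.060 on D. The rec8 difference on flow cell D was -0.0033, and the spo11 differences were -0.00047 on C and -0.013 on D.

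Changes in the relative share of each SK1 chromosome were tested on the counts with edgeR's quasi-likelihood test for a ChIP-by-group interaction, adjusted over 16 chromosomes with the Benjamini-Hochberg method. From 0 h to 3 h, 1 chromosome passed an adjusted p of 0.05. Chromosome XII, which carries the ribosomal DNA repeats, fell by 0.048 on the log2 scale (edgeR adjusted p = 0.0453). Within flow cells, with 1 culture of each time point, its log2 difference was -0.061 on C, -0.075 on B and -0.0064 on D, so the fall was nearly absent on flow cell D. At a raw p under 0.05 there were 3, the others being I and XVI, named after their values were seen. Chromosome I, the shortest, rose by 0.039 (edgeR adjusted p = 0.267). The largest move came from scaling to the S288c reads in place of the SK1 total, which called 16 chromosomes, all higher. With a term for the replicate number, which marks the flow cell in these cultures, 0 chromosomes were called. No chromosome was called in 4 of the 6 fits that left out a culture. The SK1 reads of chromosome XII may depend on how ribosomal DNA reads were assigned between the genomes, which was not tested. Across the 14 inputs, chromosome XII held a steady 7.65% to 7.93% of SK1 reads, but 10.5% to 19.4% of S288c reads. The SK1 inputs thus showed little sign of such a dependence.

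In rec8, 0 of 16 chromosomes passed the adjusted threshold and 1 had a raw p under 0.05, chromosome XI, named after its value was seen. Chromosome I differed by 0.051 on the log2 scale (edgeR adjusted p = 0.277) and chromosome XII by -0.021 (edgeR adjusted p = 0.560). Over 15 chromosomes of the added S288c genome, 1 was called, chromosome X (0.057, edgeR adjusted p = 0.0104), named after its value was seen. In spo11, 0 of 16 passed and 0 had a raw p under 0.05. There chromosome I differed by 0.019 and chromosome XII by -0.0079 (edgeR adjusted p = 0.898 for both). Of 15 S288c chromosomes, 1 was called, chromosome III (0.092, edgeR adjusted p = 0.0131), also named after its value was seen.

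In top2-1 at 34 °C, 9 of 16 chromosomes had a changed relative share, 4 higher and 5 lower, with 10 at a raw p under 0.05. The largest rise was that of chromosome XII, by 0.088 on the log2 scale (edgeR adjusted p = 3.28e-05), from -0.086 ± 0.025 (SD, n = 2) in WT to 0.0019 ± 0.013 (SD, n = 2) in top2-1. The largest fall was that of chromosome V, by 0.10 (edgeR adjusted p = 3.30e-05), from 0.071 ± 0.0042 (SD, n = 2) to -0.034 ± 0.012 (SD, n = 2). Chromosome I changed by -0.049 (edgeR adjusted p = 0.0533). The other chromosomes called, named after their values were seen, were II, VI and XIV (higher) and III, VII, XI and XVI (lower). Without chromosome XII, 6 were called, and part of the SK1 reads of chromosome XIV were missing from the top2-1 inputs. Under DESeq2, 8 of these 9 chromosomes were also called. Scaled to the S288c reads, all 16 were lower, by log2 differences between -2.18 and -1.99, so the rises are relative to a genome-wide fall. No flow cell held both groups. In the other 5 cultures on flow cell D, all at 30 °C, the log2 ratio of chromosome V lay between 0.051 and 0.096 and that of chromosome XII between -0.12 and -0.046. Over 15 chromosomes of the added S288c genome, tested in the same way, 4 were called (VI, XI, XIV and XV, named after their values were seen). VI was higher by 0.068 (edgeR adjusted p = 0.0205), against 0.078 in SK1. An effect on both genomes was therefore not excluded for VI. XI (0.053) and XV (0.037) were higher. XIV was lower (-0.29), which by itself raises the other S288c shares. Of the SK1 chromosomes called, II and III also moved the same way in S288c, and V, VII, XI, XIV and XVI the opposite way.

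WT at 34 °C differed from WT at 30 °C in 1 chromosome, with 2 at a raw p under 0.05. Chromosome I was higher by 0.077 on the log2 scale (edgeR adjusted p = 0.0347), and chromosome XII changed by -0.0024 (edgeR adjusted p = 0.958). Chromosome I of the added S288c cells was also higher, by 0.078 (edgeR adjusted p = 0.00986), and 2 of 15 S288c chromosomes were called, I and III. No SK1 chromosome was called under TMM factors, or without WT replicate 1 or 2 at 30 °C.

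**Figure D2:**
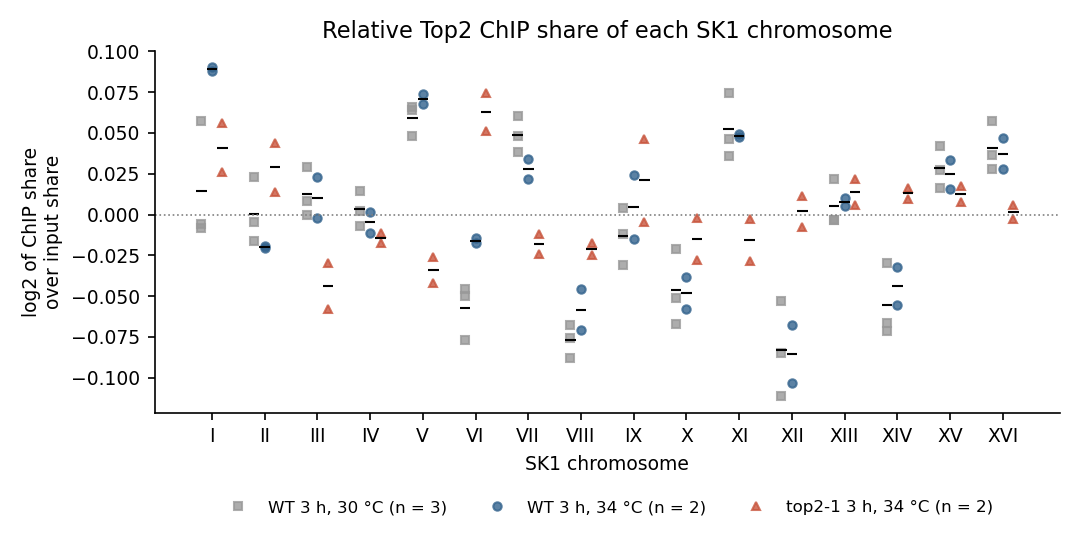
Log2 of ChIP share over input share of each SK1 chromosome (horizontal axis) for each culture of WT at 3 h and 30 °C, WT at 3 h and 34 °C and top2-1 at 3 h and 34 °C, with short black bars for group means. Chromosome XII lies at -0.086 in WT at 34 °C and 0.0019 in top2-1, and chromosome V at 0.071 and -0.034.

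The peak lists served to ask whether Top1 and Top2 occupy the same places in WT cells at 3 h and 30 °C. Top1 was immunoprecipitated through a Myc tag and Top2 with an antibody, and the lists come from combined replicates, so they carry no replicate error. Positions are those of the SK1 assembly called Yue. The Top1 list held 2234 peaks with a median width of 468.5 bases, covering 14.2% of the chromosomes up to the last peak. The Top2 list held 2759 peaks with a median width of 449 bases, covering 17.5%. The authors' fold enrichment over input reached 2.42 for Top1 (median 1.32) and 3.32 for Top2 (median 1.55), and 3 Top1 and 410 Top2 peaks had a fold enrichment of at least 2.

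The highest Top1 fold enrichments were 2.42 at chromosome V, 572670 to 573016, 2.41 at chromosome XV, 147384 to 148730, and 2.05 at chromosome V, 244916 to 245489. The highest Top2 fold enrichments were 3.32 at chromosome X, 230376 to 231452, 3.30 at chromosome X, 365735 to 366482, and 3.27 at chromosome XII, 688018 to 688716. Each of these peaks overlapped a peak of the other list. The genes at these positions were not analysed here.

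Of the 2234 Top1 peaks, 1785 (79.9%) overlapped a Top2 peak by at least 1 base, against a mean of 33.8% ± 0.949 (SD over 1000 circular shifts of the Top2 peaks). The one-sided permutation p was 0.000999, the smallest 1000 shifts can give. Shifts test only against random placement of the peaks. Fold enrichments went down to 1.07 for Top1 and 1.11 for Top2, and the untagged Myc control was not used. Shared binding was therefore not separated from ChIP signal common to both lists for other reasons. The alternative that moved this share most was a fold enrichment of at least 2 in both lists, with 0 of 3 Top1 peaks overlapping. Requiring a reciprocal overlap of at least 50% left 50.6% of Top1 peaks, against 5.69% under shifts. Conversely, 1804 of 2759 Top2 peaks (65.4%) overlapped a Top1 peak.

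Across the 1785 overlapping pairs, the fold enrichment of the Top1 peak correlated with that of the Top2 peak it overlapped most (Pearson's r = 0.303, Spearman's rho = 0.303, permutation p = 1e-05 for both, the smallest possible). Peaks are not independent replicates. With the widths of both peaks held constant, rho was 0.236. Among pairs with a reciprocal overlap of at least 50%, rho was 0.345.

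Peak coverage was compared with chromosome size, given here by the last peak end in either list. Across the 16 chromosomes, Top1 coverage rose with log10 size (r = 0.548, permutation p = 0.0289; rho = 0.568, permutation p = 0.0244). Top2 coverage did so too (r = 0.647, permutation p = 0.00733; rho = 0.597, permutation p = 0.0168). Adjusted over the 6 tests of this family with the Benjamini-Hochberg method, all 4 of these p-values became 0.0434. Without chromosomes I and VI, the 2 farthest from the median log10 size, r was 0.538 for Top1 (permutation p = 0.0465) and 0.433 for Top2 (permutation p = 0.122), and rho was 0.512 (permutation p = 0.0651) and 0.411 (permutation p = 0.146). Without those chromosomes the Top2 relation had no p under 0.05, and for Top1 only r kept one. Peaks per 100 kb gave r = 0.750 for Top1 (permutation p = 0.00072) and 0.725 for Top2 (permutation p = 0.0016). Without I and VI those were 0.647 (permutation p = 0.0123) and 0.423 (permutation p = 0.133). Coverage without chromosomes I, VI and XII gave r = 0.594 for Top1 (permutation p = 0.0322) and 0.553 for Top2 (permutation p = 0.05). With only peaks of at least 2-fold enrichment, r was 0.385 for Top2 (permutation p = 0.140).

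**Figure D3:**
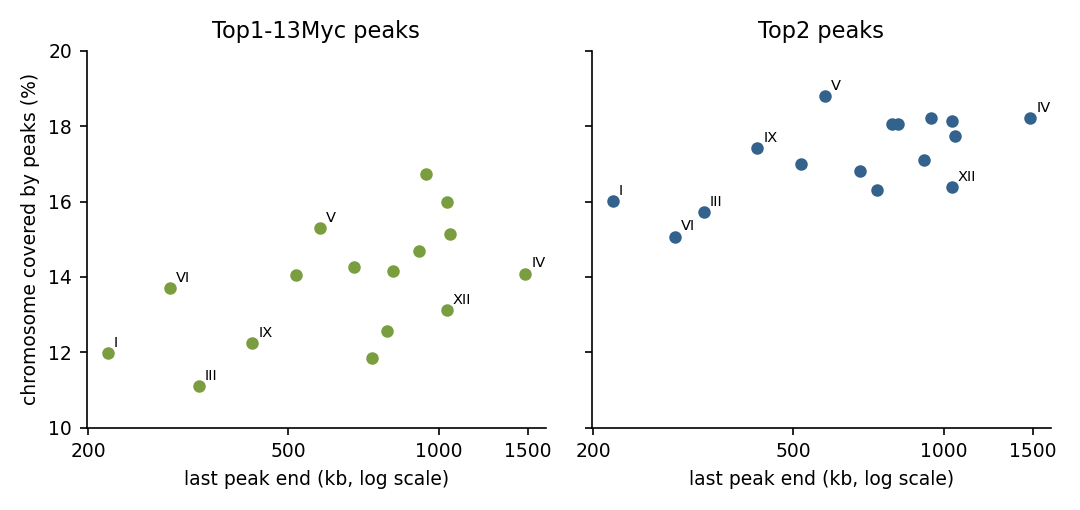
Percent of each chromosome covered by Top1 (left) and Top2 (right) peaks against the last peak end in kb on a log scale, 1 point per chromosome; the vertical axis does not start at 0. Coverage runs from 11.1% (chromosome III) to 16.7% (XVI) for Top1 and from 15.1% (VI) to 18.8% (V) for Top2.

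The Top2 peak list and the spike-in libraries are separate sets of Top2 libraries. Across the 16 chromosomes, Top2 peak coverage was not significantly correlated with the mean log2(ChIP share/input share) of the 3 WT cultures at 3 h and 30 °C (r = 0.445, permutation p = 0.0844, adjusted 0.101; rho = 0.409, permutation p = 0.117, adjusted 0.117). Without chromosomes V and VI, r was 0.232 (permutation p = 0.419). The largest move came from peaks per 100 kb in place of coverage, with r = 0.0804 (permutation p = 0.772). Leaving out WT replicate 3 gave r = 0.525 (permutation p = 0.0375).

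The transcript table described WT cells at 3 h in 1 column with no replicates. It listed 5508 genes, of which 5501 had at least 1 TPM (transcript level scaled to a sum of 1000000) and 5303 at least 10 TPM. The median was 72.2 TPM, and the 100 highest genes held 28.3% of the total. The highest values were 26863.8 TPM for SK1_04G03460 and 14872.9 TPM for SK1_03G00700. The depth behind these values is unknown. The 5502 SK1 identifiers had no match in the given S288C gene table, so TOP1, TOP2, SPO11, REC8, RED1, HOP1, IME1, NDT80 and MCD1 could not be read from the table, and the planned comparison of promoter peaks with expression was not run.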

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

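The tests on chromosome XIV described here were chosen after the result was seen. A scan of 90 input shares (15 chromosomes without XII, 2 genomes, 3 mutant groups) looked for shares in a mutant's inputs that lay beyond all other inputs by more than 3 SD. It found chromosome XIV in top2-1, in both genomes and in no other mutant. S288c chromosome XIV held 8.96% and 9.11% of the S288c input reads outside chromosome XII in top2-1 replicates 1 and 2, against 6.31% to 6.62% in the 12 other inputs. SK1 chromosome XIV held 5.71% and 5.69% of the SK1 input reads outside chromosome XII, against 6.55% to 6.72%. The S288c counts entered the comparisons above as totals and as a control, but the SK1 counts of chromosome XIV were among those tested, and that chromosome was called higher in top2-1, by 0.057 on the log2 scale. Without chromosome XIV, 7 chromosomes were called in place of 9.

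The flow cell is argued against, since the 5 other inputs on it reached at most 6.41%. Extra copies of chromosome XIV in the added S288c cells are also argued against. They would give the same excess per S288c read in ChIP and input, but the ratio of ChIP to input excess had a mean of 0.347 over both cultures. Counted per SK1 read outside chromosomes XII and XIV, the excess was nearly the same in input (1.04% and 1.03%) and in ChIP (0.895% and 0.866%), a mean ratio of 0.848. The missing SK1 reads in the inputs, 1.09% and 1.12% of SK1 reads outside both chromosomes, were of a similar size. In the ChIP they were fewer, 0.731% and 0.734%, and below the excess there, and the cause was not tested. These values are consistent with a hypothesis in which the top2-1 strain carries a segment of chromosome XIV that matches S288c, so that its reads are counted as S288c. TOP2 itself lies on chromosome XIV in the S288C R64 gene table, so such a segment could have come with the mutant allele, which was not tested. The effect on the top2-1 ratio was small: leaving out chromosome XIV gave a log2 difference of -2.10.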

How the results depend on the processing

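Of 192 alternative values for 21 results, 158 were classed as close to the reported value by the rule given next, 15 as weaker, 9 as stronger and 10 as reversed. Close means the same direction and side of the threshold, a count within 1.5 times, or, where an arm had 1 culture, a move under 1 SD; reads summed per group have no test and were judged by direction alone. Of the 158, 2 changed sign, both for spo11 with 1 culture in an arm. Of the 192, 25 were chosen after seeing the data: no dispersion floor, even counts halved, the last peak end as chromosome length, and chromosome XIV left out, alone or with XII. Where no cause is given, the cause was not tested. The exact tests of ratios and slopes cannot pass 0.05 in these designs, so their p-values say nothing about stability. For them, close (56 of 62 ratio values and 47 of 50 slope values) means only the same direction, or a move under 1 SD. It includes large moves, such as the 3 h against 0 h ratio from 0.42 to 1.34 without input correction. The rec8 slope moving from -0.055 to -0.0034 without chromosomes I, III and VI also counts as close.

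Among spike-in ratios, the WT increase from 0 h to 3 h and the top2-1 decrease kept their direction under every alternative run, between 0.32 and 1.34 and between -2.34 and -1.82 on the log2 scale. Without input correction, the differences reversed for rec8 (-0.295), spo11 (-0.0631) and 34 °C (-0.0632), because the mean input ratio of these groups was below that of WT at 3 h; for spo11 this holds in replicate 2 (3.51) but not in replicate 1 (4.46). The spo11 difference also reversed with reads summed per group (-0.0224), and ran from -0.0777 to 0.152 across the 5 fits that each left out one culture; without WT replicate 3 it was -0.0353 and without spo11 replicate 2 it was -0.0777. The slope reversed without chromosomes I, III and VI for 3 h against 0 h (0.0570), spo11 (0.00868) and top2-1 (-0.0272). For spo11 it also turned positive, 0.0135, without spo11 replicate 2.

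The count of changed chromosomes changed with several settings. With S288c totals as library size, which adds the genome-wide change, it was 16 for 3 h against 0 h (all higher), 16 for top2-1 (all lower) and 0 for 34 °C. Without a dispersion floor, added after seeing the data and where the fit is faulty, it was 2 for 3 h against 0 h and 3 for rec8. DESeq2 gave 2 for 3 h against 0 h. With no culture term or without chromosome XII it was 0 for 3 h against 0 h and 0 for 34 °C, and TMM gave 0 for 34 °C. Leaving out one culture gave 0 to 1 for 3 h against 0 h, 0 to 1 for rec8 and 0 to 2 for 34 °C. It was 0 for 3 h against 0 h without replicate 1 or 2 of either time point, 1 for rec8 without WT replicate 3, and for 34 °C 0 without WT 30 °C replicate 1 or 2 and 2 without replicate 3. For top2-1 other alternatives gave 6 to 12; TMM gave 4 higher and 3 lower, and DESeq2 6 higher and 4 lower. Fits that would leave 1 culture in an arm were not made. A minimum of 10 counts removed no chromosome. Only the real split, 1 of the 10 splits of the 6 WT cultures at 0 h and 3 h, gave as many chromosomes as the 1 called, and 10 splits cannot give a share under 0.05.

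Outside shared flow cells, the replicate numbers were not shown to pair cultures. Same-numbered cultures at 0 h and 3 h shared a flow cell, so there the number marks a batch. The correlations of their deviations were 0.590, 0.171 and 0.0960. Replicate 1 of spo11 and of WT at 3 h, also on a shared flow cell, gave 0.698. All negative values came from pairs on different flow cells. With a replicate block, 0 chromosomes were called for 3 h against 0 h, 2 for 34 °C and 6 for top2-1; the spo11 ratio was -0.0353, and the other ratios and the slopes kept their direction.

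At a fold enrichment of at least 2 in both lists, 0% of the 3 Top1 peaks overlapped a Top2 peak, where 7.23% was the mean under shifts, too few peaks to say more, and no pair was left to correlate. At that limit, r with chromosome size was 0.385 for Top2; for Top1 it was 0.0987, which says nothing, because the 3 peaks lie on chromosomes V and XV only. With peaks per 100 kb, r of Top2 with spike-in share was 0.0804. Top2 coverage against spike-in share ran from r = 0.392 to 0.525 with one culture left out, the highest without WT replicate 3. The alternatives for promoter peaks and expression were not run.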

Other observations

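The tests on chromosome XII, on input ratios and on the flow cell and background of top2-1 were chosen after the results were seen; the others were set before their values were seen.

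The top2-1 cultures had a chromosome profile of their own. Across 16 SK1 chromosomes, log2(ChIP share/input share) correlated between the 12 other cultures (66 pairs, median r = 0.805, from 0.365 to 0.967), although they differed in genotype, hour, temperature and flow cell. Between top2-1 and these cultures, r lay between -0.451 and 0.0884 (24 pairs), and between both top2-1 cultures it was 0.732. These are correlations across chromosomes, which are not independent replicates. The top2-1 profiles were also flatter than those of the 4 other cultures on flow cell D compared below. Their SD across chromosomes was 0.026 and 0.035, against 0.053 to 0.072 there. WT at 0 h replicates 1 and 2, on other flow cells, were as flat (0.021 and 0.034), so flatness alone does not set top2-1 apart. The flow cell is argued against, since the 4 other cultures on flow cell D correlated with WT replicate 3 at 3 h with r of at least 0.823, while top2-1 gave -0.304 and -0.184. The chromosome XIV segment and chromosome XII are argued against, since without them the higher top2-1 value was -0.194. A weak immunoprecipitation of the whole library is also argued against, because the S288c chromosomes in the same top2-1 libraries (14, without XII and XIV) kept their profile, with r of 0.747 and 0.832, against 0.519 to 0.807 in the other 4 cultures. What stays open is whether the top2-1 SK1 reads may be largely untargeted DNA with a shape of its own or a changed distribution of the mutant enzyme. The r of 0.732 between both cultures fits either, so they cannot be told apart without a spike-in control for untargeted DNA. Temperature is not a likely sole source, as WT at 34 °C gave r of 0.923 and 0.897.

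The ribosomal DNA may affect the spike-in scale. Over the 7 inputs of flow cell D, the share of S288c reads on chromosome XII rose up to 19.4% as the SK1 to S288c ratio rose from 2.19 to 4.34 (r = 0.960, exact permutation p = 0.00198, adjusted 0.00556; rho = 0.964, exact permutation p = 0.00278, adjusted 0.00556; 4 tests). Without the 2 inputs farthest from the median ratio, r was 0.887. This is what would be seen if part of the SK1 ribosomal DNA reads were counted as S288c, and it is offered as a hypothesis. The total reads gave r = 0.359 (exact permutation p = 0.423), which neither excludes nor supports library size. Leaving out chromosome XII moved the log2 difference of top2-1 from -2.08 to -2.17 and that of 3 h against 0 h from 0.42 to 0.43.

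The inputs held 1.88-fold more SK1 per S288c read at 3 h than at 0 h in WT, between 1.67-fold and 2.03-fold in the 3 same-numbered pairs (exact permutation p = 0.1, the smallest possible). DNA replication between both time points, which would raise the ratio, may explain this. Unequal addition of S288c cells also could. Replicate inputs of one group differed by at most 1.27-fold. Between groups at 3 h, which also differ in genotype or temperature, mean input ratios ran from 2.56 (top2-1, 34 °C) to 4.24 (WT, 30 °C), against 2.26 in WT at 0 h. Replication and unequal addition cannot be told apart because no value here measures the DNA content or the cells added. The choice matters for Top2: per unit of SK1 DNA, recovery rose by 0.42 on the log2 scale, and without the input correction, which is per added S288c cell, by 1.34.

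Chromosome I rose at 34 °C by 0.077 on the log2 scale in SK1 and by 0.078 in the added S288c cells of the same libraries. At 3 h and 30 °C its SK1 log2 ratio also differed by flow cell. It lay between 0.047 and 0.081 on flow cell D (WT, rec8 and spo11) and between -0.0080 and -0.0010 on B and C (WT and spo11). At 34 °C it was 0.090 and 0.088 in WT on flow cell A, and 0.026 and 0.056 in top2-1 on D. Since S288c cells were added to every culture only before the ChIP, an effect of the libraries or the flow cell that acts on both genomes is a candidate explanation, and an effect of temperature on SK1 was not excluded.

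Few peaks lay near the left chromosome ends. Peaks covered 5.60% of the first 20 kb for Top1 and 6.68% for Top2, against 13.8% and 17.2% under circular shifts (permutation p = 0.000999 each, one-sided, the smallest possible), and coverage was below the chromosome's own mean in 14 and 15 of 16 chromosomes. Repeated sequence at chromosome ends could produce this if reads with several matches were left out, and depleted binding could too; the 6.68% does not separate them without mapped input depth. Such ends make up more of a short chromosome, which might explain the rise of coverage with size. Without 20 kb at both ends, r stayed at 0.548 for Top1 (permutation p = 0.0284), which argues against ends as the cause there, and was 0.423 for Top2 (permutation p = 0.103), which leaves the question open.

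Stronger Top1 peaks overlapped Top2 peaks more often, from 70.5% of the 559 weakest to 86.9% of the 559 strongest by fold enrichment. Stronger peaks were also wider (median 655 against 380 bases). Peak midpoints, which have no width, showed the same rise, from 57.4% (95% Wilson interval 53.3% to 61.5%) to 75.5% (71.8% to 78.9%), at 17.5% under shifts in both sets, so width is unlikely to be the sole cause. No biological explanation was tested.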
